A study of Mus musculus with 12 samples.

How the data were processed

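Single-cell RNA was measured with inDrop, a droplet method in which each cell is captured with a hydrogel bead whose primers carry a cell barcode. The extraction protocol in the labels ends with a phrase naming Smart-Seq2, a different method. The description is of inDrop, which was assumed. The cells came from peeled esophageal epithelium of C57BL/6 mice that were young (up to 4 months) or aged (at least 18 months). The 12 samples are 2 libraries from each of 3 young and 3 aged mice, and the groups and mouse numbers were taken from the sample titles. Per the labels' protocols, about 2000 cells were encapsulated, barcoded cDNA was amplified by in vitro transcription, and the libraries were read as paired ends of 50 bases. The labels give no age, sex or processing date for a single mouse, and whether a numbered mouse is 1 animal or a pool is not stated.

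The deposited files hold whole-number counts per gene symbol and cell barcode, without normalization. The aligner, genome build, annotation, barcode filter and treatment of molecular identifiers are not stated in the labels or the file headers. The values are therefore called counts and not molecules. Where reads and not molecules were counted, amplification would widen the true error beyond the intervals given, so all intervals and limits cover counting error only. Genes that share sequence with a near-identical copy can gain or lose counts according to how the authors' counting treated reads with several matches.

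The libraries held 172 to 1264 barcodes and 257134 to 1356061 counts each. The 2 libraries of a mouse shared most of their barcodes and differed less than mice of the same group did, so they were counted as 1 sample per mouse and their counts were summed per barcode. In all mice but aged mouse 2 (1.24), chi-square per gene between the libraries was 0.536 to 0.884, below the value of independently sampled molecules. The libraries of those mice thus appear to share counted molecules. Summing could then count a molecule more than once, which makes the counting error look smaller than it is. With 1 library per mouse the difference in mitochondrial share was 2.14 percentage points (replicate 1) and 2.09 (replicate 2), against 2.12 with both. All tests used the 6 mice as replicates and never the cells or the libraries, except in 1 alternative named in the closing section.

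Cells were kept with at least 200 detected genes and at most 20% of counts on the 21 genes named as mitochondrial. Scrublet, as implemented in scanpy 1.11.5, was run per library with its automatic threshold, and a cell called a doublet in either library was left out. It called 35 and 33 barcodes in the libraries labelled replicate 1 and replicate 2, of which 4 were called in both. From 4386 barcodes, 40 had fewer than 200 genes, 69 were over the mitochondrial limit and 64 were called doublets, which left 4254 cells. Counts were log-normalized, 2000 variable genes were chosen across mice and scaled within each mouse, and 30 principal components with 15 neighbours were clustered by the Leiden method at resolution 0.5 (leidenalg 0.10.2, scikit-learn 1.9.0, numpy 2.4.6, pandas 2.3.3).

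Clusters were named only from lists of marker genes. A marker counted where at least 25% of the cluster's cells had it and its log2 fold over the other cells was at least 0.5, and a name needed 3 such markers. A cluster with more markers of another class than of its own among its top 10 genes by fold stayed unnamed, as did a cluster with over 60% of its cells from 1 mouse. Such clusters appeared in 6 of the alternative clusterings and came mostly from aged mouse 2. They held 76.0% to 90.1% of their cells from 1 mouse, and made up 6.32% to 8.09% of aged and 0.444% to 1.64% of young cells.

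Counts were summed per mouse over all cells and over each named class with at least 20 cells in that mouse. Aged against young was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit and test, TMM, filterByExpr, two-sided) with Benjamini-Hochberg adjustment at 0.05. DESeq2 1.42.0 was the other tool. The interaction of age with class was tested between basal-like and superficial-like cells with the mouse as a term. Gene sets were tested with camera in limma 3.58.1 with a preset correlation of 0.01, with fry and camera with an estimated correlation beside it. Of the 12 fixed sets, those with at least 3 tested genes were used, which left 10 in all cells. The interferon and immune sets were left out by this rule. Values per mouse were compared by an exact two-sided permutation test of the difference of means (scipy 1.17.1). With 3 mice against 3 there are 20 assignments, so no p from this test can go below 0.1. CPM values per mouse were taken from its summed counts, while fold changes come from the fitted model. The mitochondrial share was taken over cells with at least 200 genes and no limit on that share, with doublet calls kept in, except within classes.

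The sample groups, tests, alternatives, marker lists, gene sets and the rule for naming genes were fixed before the data were examined. By that rule, genes named in all cells were those past the threshold with every aged mouse on the same side of every young mouse and a mean of at least 20 CPM, up to 5 higher and 5 lower, or 2 and 2 in a class. Where fewer passed, the non-overlapping genes with the smallest p were added and are said not to pass. A list of 13 genes was reported whatever its values. Other choices were made after the data were seen. These were the limits used in naming clusters, the merging of barcodes over libraries, the gene test in proliferating-like cells and several alternatives. Those alternatives merged barcodes 1 base apart, left mitochondrial genes out of the fit, thinned the gene set test, clustered without the genes called over all cells or within a class, counted proliferating cells without thinning, took mitochondrial protein or ribosomal RNA genes alone, and left doublet calls out of the mitochondrial share.

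The tests were run on simulated counts drawn from the means and sizes of the real sums, with 200 genes changed. For the interaction the 2 classes of a mouse were drawn separately, without any level they share in a real mouse. Of the tested genes changed by a log2 value of 1, edgeR recovered 46.4% in all cells, 39.8% in basal-like, 44.8% in proliferating-like, 27.1% in suprabasal-like and 27.4% in superficial-like cells. For a log2 change of 2 these were 95.7%, 94.4%, 93.3%, 88.9% and 74.7%, and for the interaction 3% and 23% were recovered at changes of 1 and 2. The number of unchanged genes called was 3 in all cells, 3 in basal-like, 14 in proliferating-like, 3 in suprabasal-like and 6 in superficial-like cells, and 0 for the interaction.

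Sequences of the mitochondrial genes were compared with transcripts of nuclear genes in GENCODE M21 on GRCm38 with BLAST+ 2.17.0, counting matches of at least 50 bases at 98% identity. The build used by the authors is not stated, and coordinates are given for these own matches only. Xist and Uty had been listed as a check of the mix of animals and their values were not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.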

Results

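The series compared esophageal epithelium of young and aged C57BL/6 mice by droplet single-cell RNA sequencing, and its title names cellular diversity and a mitochondrial change with age. It comprised 12 libraries, 2 from each of 3 young mice and 3 aged mice. Summed counts of the kept cells were 501499, 2522089 and 1550258 in aged mice 1, 2 and 3, and 2415829, 1157247 and 1834324 in young mice 1, 2 and 3. The numbers name mice and carry no order. Aged mouse 1 was the shallowest, with 170 cells kept against 1235 and 595 in the other aged mice and 1007, 538 and 709 in the young mice.

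The 2 libraries of a mouse shared 88.1% to 97.8% of their barcodes, whereas mice of the same group shared 0% to 0.384%. The correlation across genes of a barcode with itself in the other library was 0.698 to 0.830, against 0.352 to 0.429 with another barcode. Chi-square per gene between the libraries of a mouse was 0.536 to 1.24, and between mice of a group it was 2.87 to 4.27. In 5 of the 6 mice this value was below 1, so the libraries differed by less than sampling noise, and in aged mouse 2 it was 1.24. The libraries of each mouse were counted as 1 sample, giving 3 aged and 3 young samples.

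Median counts per cell were 2725, 1790 and 2309 in the aged mice and 2118, 1895 and 2198 in the young mice. The means of these medians were 2275 ± 468 (SD, n = 3) and 2070 ± 157 (SD, n = 3), and the difference of 204.3 was within the spread between mice (exact two-sided permutation p = 0.5). It rested on aged mouse 1, without which it was −20.8, and without aged mouse 2 it was 446.7. Without young mouse 2 it was 116.7, and without young mouse 3 it was 268.2. With barcodes 1 base apart merged it was 5.67 (exact permutation p = 1). Median genes per cell were 946 ± 99.8 in aged and 911 ± 55.0 in young mice (SD, n = 3 each), a difference of 34.5 (exact permutation p = 0.6). That difference was −8.17 without aged mouse 1, 89.3 without aged mouse 2, 3.67 without young mouse 2, 56.4 without young mouse 1 and 22.3 without aged mouse 3. With barcodes 1 base apart merged it was −26.8.

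Clustering gave 6 clusters. A cluster of 1410 cells led by Ccnd2, Gpnmb and Antxr1, with Col17a1 and Dst among its top 10 genes, was named basal-like. A cluster of 776 cells led by Top2a, Nusap1 and Ccna2 was named proliferating-like. A cluster of 665 cells led by Mt4, Krt23 and Dsc2 was named suprabasal-like, and a cluster of 342 cells led by Slpi, Sprr3 and Defb4 was named superficial-like. A cluster of 1038 cells led by Thbd, Adh7 and Cyp2f2 met no marker rule and stayed unnamed. A cluster of 23 cells led by Col3a1, Col1a2 and Col1a1 was fibroblast-like. No cluster took more than 39.1% of its cells from 1 mouse.

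The shares of the classes were compared because the series addresses heterogeneity of the epithelium at both ages. Basal-like cells made up 37.3% ± 6.44 of cells in aged and 32.9% ± 4.98 in young mice (SD, n = 3 each; exact permutation p = 0.4). Proliferating-like cells made up 17.0% ± 2.01 and 19.9% ± 2.73 (exact permutation p = 0.2, n = 3 each), suprabasal-like cells 15.2% ± 2.18 and 16.2% ± 2.16 (exact permutation p = 0.6, n = 3 each), and superficial-like cells 6.82% ± 2.41 and 7.94% ± 3.03 (exact permutation p = 0.5, n = 3 each). The adjusted value was 0.6 for each of the 4 classes, the groups overlapped in each, and the smallest p the design allows is 0.1. The unnamed cluster held 23.3% ± 6.12 and 22.2% ± 2.87 of cells, and fibroblast-like cells 0.447% ± 0.320 and 0.836% ± 0.776 (SD, n = 3 each). Since the basal-like cluster has Ccn1 among its top 10 genes, the cells were also clustered without the 13 genes called over all cells or within a class. Slpi, Sprr3 and Crct1, which are among the top 10 genes of the superficial-like cluster and were called by the interaction test alone, stayed in. Then 88.1% of cells kept their class. The aged minus young differences were 5.12 percentage points for basal-like, −2.91 for proliferating-like, −1.41 for suprabasal-like and −0.829 for superficial-like cells. The superficial-like class then held 181 cells and not 342. Its difference there compares 3.40% of cells in aged mice with 4.23% in young mice. The difference that moved most was that of proliferating cells, from −2.94 points as a cluster to 1.24 points as cells with a count of any gene of the proliferation list, without thinning. The basal-like difference of 4.41 points was 0.693 without aged mouse 1, 2.07 without young mouse 1 and 7.03 without young mouse 2. The proliferating-like difference of −2.94 points was −1.74 without young mouse 2 and −2.08 without aged mouse 2 (exact permutation p = 0.4 for each), with overlap. It was −4.43 without young mouse 3 and −4.05 without aged mouse 3, where the groups did not overlap (exact permutation p = 0.2 for each). The suprabasal-like difference changed direction without aged mouse 2 (0.0761) and without young mouse 1 (0.132), and the superficial-like difference without aged mouse 1 (0.239).

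**Figure D1:**
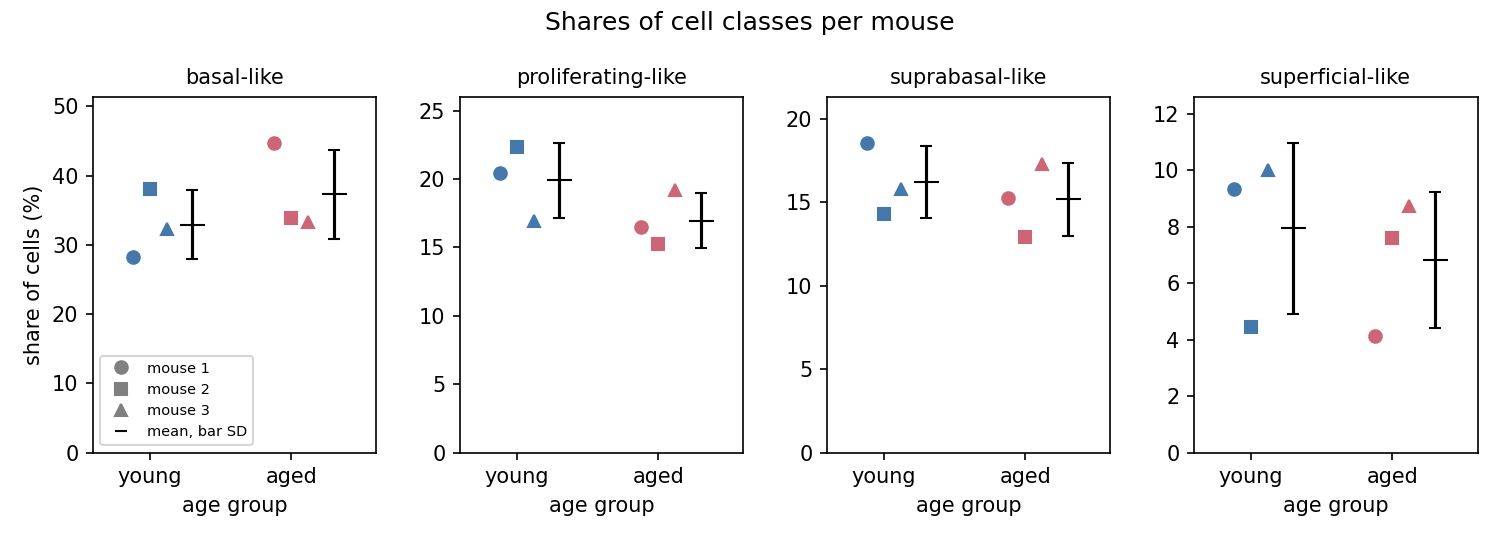
Share of kept cells in each of 4 named classes (y axis, % of cells) in each mouse, with young mice in blue and aged mice in red; symbols mark the mouse number within a group, and the bar is the mean with the SD over 3 mice. The values of the groups overlap in all 4 classes, with mean proliferating-like shares of 19.9% in young and 17.0% in aged mice.

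Cells with a count of any gene of the proliferation list were also counted without clusters, after each cell had been thinned to 1000 counts. This left out 168 aged and 94 young cells that were shallower. The share averaged over mice differed by −0.0205 percentage points (exact permutation p = 1, n = 3 each). Over all thinned cells of a group it was 45.4% in aged and 45.5% in young mice, and it was 58.3% and 58.2% without thinning. Counts of these genes also appeared in 13.2% of superficial-like cells after thinning (median 3678 counts before it) in 17.6% of suprabasal-like cells (median 2933), in 44.6% of basal-like cells (median 1851), 34.8% of cells of the unnamed cluster (median 1784) and 50.0% of 20 fibroblast-like cells (median 1797), against 99.5% of proliferating-like cells (median 2201). This share therefore counts more cells than the proliferating-like cluster holds. The share in superficial-like cells had been taken as background, but it need not hold for other classes. Counts of these genes in basal-like cells that do not divide were not measured. The near-equal shares in aged and young mice thus compare cells with such a count and do not measure proliferation alone.

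The share of counts on mitochondrially encoded genes addresses the change named in the series title. It was taken over cells with at least 200 genes, with doublet calls and cells over the mitochondrial limit kept in. It was 7.52% (95% Wilson interval 7.45 to 7.59), 8.76% (8.72 to 8.79) and 5.77% (5.73 to 5.80) in aged mice 1, 2 and 3, and 4.91% (4.88 to 4.94), 5.96% (5.91 to 6.00) and 4.82% (4.79 to 4.86) in young mice 1, 2 and 3. The means were 7.35% ± 1.503 and 5.23% ± 0.629 (SD, n = 3 each), and the difference of 2.12 percentage points gave an exact two-sided permutation p of 0.2. Aged mouse 3 lay below young mouse 2, so the groups overlapped. The difference was 1.41 without aged mouse 2 (exact permutation p = 0.3) and 2.91 without aged mouse 3 (exact permutation p = 0.1). With doublet calls left out it was 2.098 (exact permutation p = 0.2). With the median over cells in place of the share of summed counts the groups did not overlap. The margin was narrow, with aged mouse 3 at 5.70% and young mouse 2 at 5.66%. The difference was then 2.31 points and the exact permutation p was 0.1, the smallest possible. The mitochondrial protein genes alone differed by 1.67 points and the ribosomal RNA genes alone by 0.440 points (exact permutation p = 0.2 for each). Protein genes held 5.17%, 7.31% and 4.21% of counts in aged mice 1, 2 and 3, and 3.71%, 4.42% and 3.54% in young mice. Ribosomal RNA genes held 2.33%, 1.44% and 1.55%, and 1.19%, 1.53% and 1.28%, in the same order. The highest value was that of aged mouse 2 for protein genes and of aged mouse 1 for ribosomal RNA genes, with overlap in both. Within classes, where doublet calls and cells over the limit were left out, the difference was 2.26 points in basal-like, 2.08 in proliferating-like, 1.97 in suprabasal-like and 1.03 in superficial-like cells. The exact permutation p was 0.1, 0.2, 0.1 and 0.3 in that order. Aged mouse 1 was left out of the superficial-like comparison for having 7 such cells. In basal-like cells the separation had almost no margin, with aged mouse 3 at 6.341% and young mouse 2 at 6.340%.

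**Figure D2:**
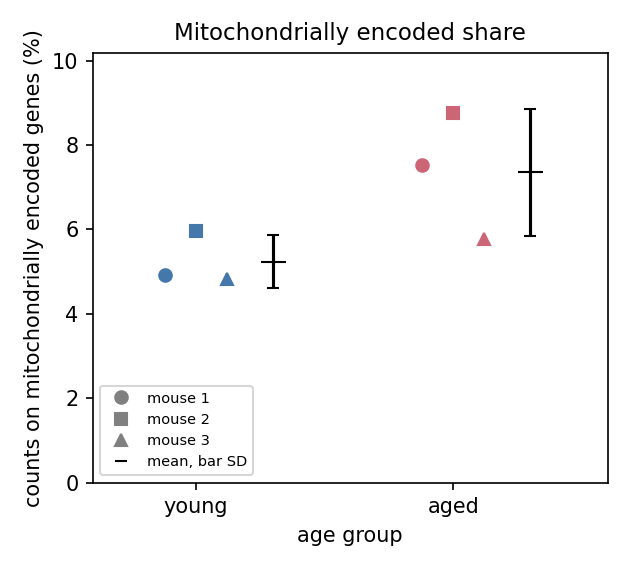
Share of all counts on mitochondrially encoded genes (y axis, %) in each mouse, over cells with at least 200 genes and doublet calls kept in, with young mice in blue and aged mice in red; the bar is the mean with the SD over 3 mice. Aged mice lie at 7.52%, 8.76% and 5.77% and young mice at 4.91%, 5.96% and 4.82%, and aged mouse 3 lies below young mouse 2.

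Of the 13 mitochondrial protein genes, 7 carried 41444 to 116161 counts over all libraries and 6 carried at most 4 counts. The 7 abundant genes were all higher in aged mice, with log2 fold changes from 0.40 for mt-Co1 (SE 0.25) to 0.86 for mt-Nd6 (SE 0.28). In edgeR none of the 7 passed the threshold, with the lowest adjusted p at 0.799 for mt-Nd2 (log2 fold change 0.70, SE 0.22) and mt-Nd6. Only mt-Nd2 had no overlap, with every aged mouse above every young mouse. Chance gives no overlap, counting both directions, in 10% of genes. Its values were 5521, 7958 and 4771 CPM in aged mice and 3413, 4292 and 4023 CPM in young mice.

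Genes that differed with age were tested on counts summed over all cells of a mouse. Of 9412 genes tested, edgeR called 3, with 2 higher and 1 lower in aged mice, and 475 had an unadjusted p under 0.05. DESeq2 called 11, which included these 3. The groups did not overlap in 1104 genes (11.7%), where chance gives 10%. The choice that moved the count most was dropping the low-count filter, which gave 99 calls. It was 0 without young mouse 1 and 0 without young mouse 3, with 362 and 419 at an unadjusted p under 0.05 in edgeR, and 1 without young mouse 2, which was none of the 3. It was 4 without aged mouse 3, and these included none of the 3 either.

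H19 was lower in aged mice at 481 ± 80.4 CPM against 1472 ± 174 CPM in young mice (SD, n = 3 each), with a log2 fold change of −1.55 (SE 0.20, edgeR adjusted p = 0.0307). Ccn1 was higher at 304 ± 86.8 against 104.2 ± 11.2 CPM, with a log2 fold change of 1.57 (SE 0.22, edgeR adjusted p = 0.0314). Hoxc8 was higher at 228 ± 58.0 against 82.5 ± 10.001 CPM, with a log2 fold change of 1.54 (SE 0.22, edgeR adjusted p = 0.0314). All 3 kept their direction in all 19 alternatives, and the adjusted p ranged up to 0.292 over these for each gene. Without aged mouse 3 the adjusted p was 0.0733 for H19, 0.111 for Ccn1 and 0.121 for Hoxc8. Without young mouse 1 it was 0.135, 0.135 and 0.266, without young mouse 2 it was 0.0534, 0.117 and 0.117, and without young mouse 3 it was 0.114, 0.196 and 0.139 in the same order. Hoxc8 was also above the threshold without aged mouse 2 (0.233). Ccn1 also lost its call at a mitochondrial limit of 10%, and Hoxc8 with sums thinned to the shallowest mouse. With the mouse number as a replicate block all 3 were lost. Of the 19 alternatives, H19 passed in 14, Ccn1 in 13 and Hoxc8 in 12.

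**Figure D3:**
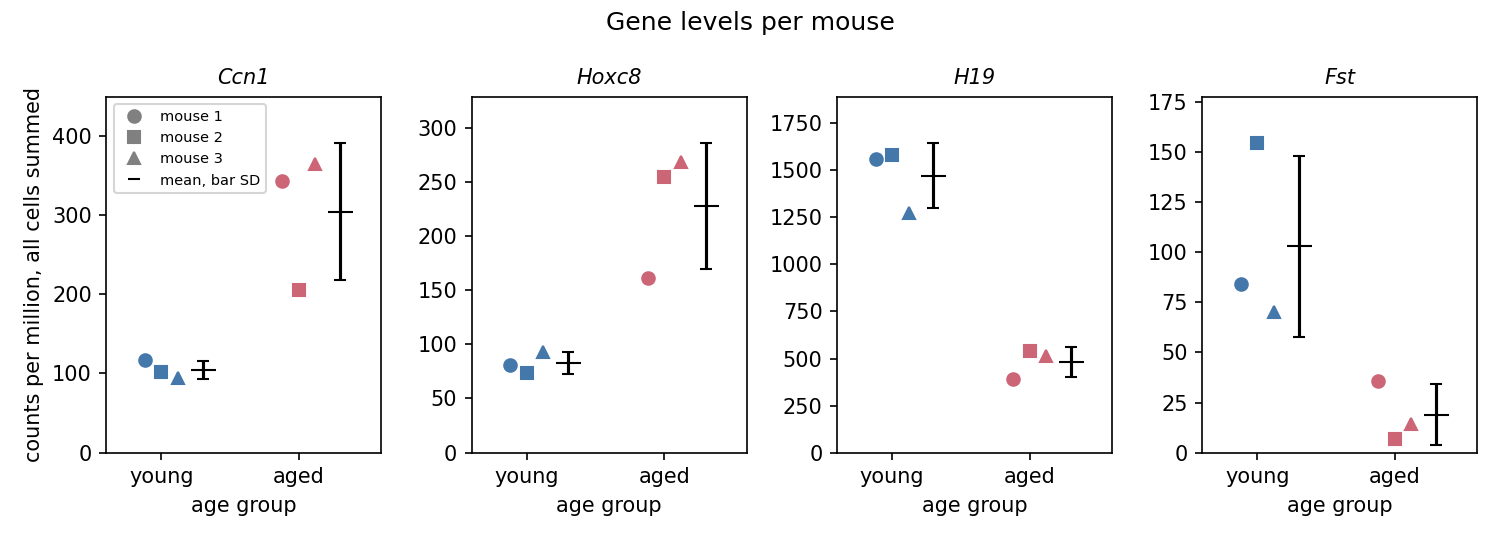
CPM over all cells summed (y axis) of Ccn1, Hoxc8, H19 and Fst in each mouse, with young mice in blue and aged mice in red; the bar is the mean with the SD over 3 mice. Every aged mouse lies above every young mouse for Ccn1 and Hoxc8 and below for H19 and Fst, of which Fst did not pass the threshold in all cells (edgeR adjusted p = 0.0675).

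Non-overlapping genes that did not pass were added by the naming rule. Ccn2 had a log2 fold change of 3.17 (SE 0.52, edgeR adjusted p = 0.0675), Ntf3 1.52 (SE 0.27, 0.0912) and Sult1d1 1.55 (SE 0.27, 0.0912). Lower in aged mice were Fst at −2.76 (SE 0.44, edgeR adjusted p = 0.0675), Maf at −1.16 (SE 0.21, 0.123), Nebl at −1.36 (SE 0.31, 0.321) and Nav1 at −1.46 (SE 0.33, 0.321). Ccn2 passed without aged mouse 2 (log2 fold change 3.67, adjusted p = 0.000503, with a range of 3.0e-19 to 0.322 over its alternatives). Fst passed without aged mouse 1 (−3.26, adjusted p = 0.00521, with a range of 2.1e-19 to 0.498).

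Of the 13 genes listed in advance, 11 were tested. None was called over all genes, none was called adjusted over the list alone (lowest adjusted p 0.973), and 0 had an unadjusted p under 0.05 in edgeR. Their log2 fold changes ran from −0.19 for Krt14 (SE 0.24) to 0.19 for Mki67 (SE 0.17), with 0.011 for Krt5, 0.11 for Krt15, −0.020 for Krt4, 0.013 for Krt13, 0.0095 for Krtdap, −0.09 for Lor, 0.18 for Top2a, −0.07 for Cdkn1a and 0.07 for Tfam. With DESeq2's scaling the signs of Krt5, Krt13 and Krtdap were reversed, and 0 of the 11 were called. Krt15, Mki67 and Top2a kept their direction in all 19 alternatives. Ppargc1a and Cdkn2a fell below the low-count filter. Ppargc1a had 6, 10 and 12 counts in aged and 8, 2 and 3 in young mice, or 11.96, 3.96 and 7.74 CPM against 3.31, 1.73 and 1.64 CPM. The groups did not overlap in CPM (7.89 ± 4.002 and 2.23 ± 0.942, SD, exact permutation p = 0.1, n = 3 each, the smallest possible). Without the low-count filter its log2 fold change was 1.57 (SE 0.71), with an adjusted p of 0.839 in edgeR and 1.00 in DESeq2.

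Cdkn2a had 5, 11 and 8 counts in aged mice 1, 2 and 3 and 0 in each young mouse. Its level in aged mice was 6.50 ± 3.03 CPM (SD, n = 3), at least 3.56-fold higher than the floor of 3 counts per mouse in young mice (exact permutation p = 0.1, n = 3 each, the smallest possible). It lay in 17 of 2000 aged cells (0.850%) and in 0 of 2254 young cells, which allows a share of up to 0.133% of cells with a count. This limits cells with a count and not cells expressing the gene, and no background share was measured for it. Without the low-count filter edgeR gave an adjusted p of 0.00297, and DESeq2 gave 0.0953. Cells with a count were 10 of 776 in the proliferating-like class (median 2201 counts per cell), 2 of 1410 in the basal-like class (1851), 3 of 665 in the suprabasal-like class (2933), 1 of 342 in the superficial-like class (3678), 1 of 1038 in the unnamed cluster (1784) and 0 of 23 fibroblast-like cells (1797). The Y-linked genes Ddx3y, Eif2s3y and Kdm5d had counts in all 6 mice. Ddx3y was at 58.1 ± 1.76 CPM in aged and 60.8 ± 12.9 CPM in young mice (SD, n = 3 each).

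Within basal-like cells edgeR called 11 of 6113 genes, with 9 higher and 2 lower in aged mice, and DESeq2 called 9, of which 8 were among the 11. The groups did not overlap in 757 genes (12.4%, chance 10%). The count was 7 without aged mouse 2, 17 without aged mouse 3, 7 without young mouse 2 and 6 without young mouse 3. Ank was higher in aged mice at 51.1 ± 2.38 against 2.41 ± 2.28 CPM (SD, n = 3 each), resting on 10, 34 and 22 counts against 0, 1 and 2, with a log2 fold change of 4.42 (SE 0.66, edgeR adjusted p = 0.00151). Ccn2 was higher at 155 ± 112 against 12.96 ± 5.16 CPM, with a log2 fold change of 3.59 (SE 0.58, edgeR adjusted p = 0.00398). Fst was lower at 43.3 ± 41.6 against 257 ± 73.7 CPM, with a log2 fold change of −2.90 (SE 0.41, edgeR adjusted p = 0.000998). H19 was lower at 706 ± 206 against 2421 ± 315 CPM, with a log2 fold change of −1.69 (SE 0.21, edgeR adjusted p = 0.000695). These 4 genes stayed past the threshold in every alternative in which they were tested, which was 18 for Ank, 17 for Ccn2, and 21 each for Fst and H19. Hoxc8 was also called, at 1.91 (SE 0.25, edgeR adjusted p = 0.000695), as was Ccn1, at 1.55 (SE 0.22, edgeR adjusted p = 0.000998), which is among the top 10 genes defining the basal-like cluster. The remaining calls were Pdk4, Prkaa2, Pappa, Rgs2 and the ribosomal pseudogene Rpl10-ps3, whose counts are uncertain because it has near-identical copies, with log2 fold changes from 1.33 (Pdk4) to 2.33 (Pappa). They fall outside the naming rule and were chosen after their values were seen.

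Within proliferating-like cells, a comparison added after the data were seen, edgeR called 5 of 5137 genes (3 higher, 2 lower), and DESeq2 called 2 (0 higher, 2 lower). The groups did not overlap in 598 genes (11.6%, chance 10%). The count was 14 without aged mouse 1 and 1 without young mouse 2. H19 was lower at 1176 ± 164 against 3080.0 ± 379 CPM (SD, n = 3 each), with a log2 fold change of −1.32 (SE 0.19, edgeR adjusted p = 0.000625), and was called in all 21 alternatives. Fst was lower at −3.20 (SE 0.49, edgeR adjusted p = 0.000850), and its adjusted p was 0.0685 without young mouse 2, in a range of 5.4e-08 to 0.0965. Sult1d1 was higher at 1.71 (SE 0.32, edgeR adjusted p = 0.0122), with adjusted p of 0.285 without aged mouse 2, 0.0505 without aged mouse 3 and 0.399 without young mouse 2, in a range of 0.000432 to 0.399. Ccn1 was higher at 1.39 (SE 0.29, edgeR adjusted p = 0.0474), with adjusted p of 0.488 without aged mouse 3, 0.598 without young mouse 2 and 0.119 without young mouse 3, in a range of 0.000331 to 0.598. Atf3, the other call, was higher at 1.04 (SE 0.22, edgeR adjusted p = 0.0474). It falls outside the naming rule and was named after its values were seen.

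Within suprabasal-like cells edgeR called 1 of 4981 genes, DESeq2 called 1, and 184 had an unadjusted p under 0.05. This was H19, lower at 26.9 ± 25.4 against 258 ± 96.6 CPM (SD, n = 3 each), with a log2 fold change of −2.77 (SE 0.40, edgeR adjusted p = 0.00213). It was called in 18 of 21 alternatives, and the call was lost with at least 500 genes per cell, with genes not scaled within mouse and after thinning, in a range of adjusted p from 7.6e-12 to 0.529. The count was 4 without aged mouse 1, 2 without aged mouse 2, 4 without aged mouse 3, 3 without young mouse 2 and 2 without young mouse 3. The groups did not overlap in 517 genes (10.4%, chance 10%). Genes with the smallest p that did not pass were Hoxc8 at 1.20 (SE 0.27, edgeR adjusted p = 0.308), Atf3 at 0.86 (SE 0.22, 0.520) and Krt6a at −1.76 (SE 0.36, 0.174). Hoxc8 passed without aged mouse 1 (adjusted p = 0.00563, range 0.000198 to 0.999). Krt6a passed without aged mouse 1 (0.0176), aged mouse 3 (0.0154) or young mouse 3 (0.0177), in a range of 2.5e-05 to 1.00.

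Within superficial-like cells aged mouse 1 had 7 cells and was left out, which left 2 aged and 3 young mice. edgeR called 0 of 4463 genes, with 132 at an unadjusted p under 0.05, and DESeq2 also called 0, with 57. The count was 2 without aged mouse 2 and 1 without aged mouse 3, where the lone aged mouse is assumed to vary like the young mice. The groups did not overlap in 805 genes (18.0%, chance 20%). The smallest p among non-overlapping genes belonged to Thbd at 1.70 (SE 0.32, edgeR adjusted p = 0.0536), Hoxc8 at 1.64 (SE 0.32, 0.0536), Krt6a at −2.76 (SE 0.57, 0.0741) and Nebl at −1.48 (SE 0.34, 0.160). Without aged mouse 2 the adjusted p was 0.00897 for Hoxc8 (range 0.00183 to 1.00) and 7.3e-05 for Krt6a (range 7.3e-05 to 0.999). H19 had a log2 fold change of −0.76 here (SE 0.66, edgeR adjusted p = 1.00) and Ccn1 0.53 (SE 0.81, edgeR adjusted p = 1.00).

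Whether the age difference itself differed between basal-like and superficial-like cells was tested with an interaction term. edgeR called 7 of 6855 genes, with 6 terms negative and 1 positive, 253 had an unadjusted p under 0.05, and DESeq2 called 0, with 78 at an unadjusted p under 0.05. The count was 1 without aged mouse 2, 14 without aged mouse 3, 0 without young mouse 2 (264 at an unadjusted p under 0.05) and 1 without young mouse 3. The 7 genes are given with their values per mouse in the closing section.

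Gene sets fixed in advance were tested over all cells. Camera with a preset correlation called 4 of 10 sets. The 7 tested mitochondrially encoded genes had a median log2 fold change of 0.59 with 7 of 7 higher (camera adjusted p = 5.7e-08). The stress and immediate early set had a median of 0.38 with 14 of 15 genes higher (camera adjusted p = 9.1e-11). The cytosolic ribosome set had a median of 0.11 with 58 of 78 genes higher (camera adjusted p = 0.00635), and the mitochondrial ribosome set a median of −0.10 with 49 of 74 genes lower (camera adjusted p = 0.0207). The 67 nuclear genes of oxidative phosphorylation had a median of 0.02 with 41 higher and did not pass (camera adjusted p = 0.667). The other sets that did not pass were antigen presentation, basal, proliferating, suprabasal and superficial markers, with medians of −0.07, −0.03, 0.02, −0.08 and −0.21. None of the 4 called sets passed under fry (lowest adjusted p 0.427) or with an estimated correlation (lowest 0.339). For the basal markers the median was negative while the mean (0.04) and the direction of the test were positive.

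The mitochondrially encoded and stress sets were called by camera without each mouse in turn, with medians of 0.34 to 0.77 and 0.27 to 0.49. The nuclear oxidative phosphorylation set changed sign without aged mouse 1 (−0.05) and young mouse 1 (−0.03), and passed without aged mouse 2 (0.10, camera adjusted p = 0.0297, range 0.0297 to 0.994). The cytosolic ribosome set changed sign without aged mouse 1 (−0.02, camera adjusted p = 0.327) and did not pass without young mouse 1 (0.03, 0.726). The mitochondrial ribosome set did not pass without aged mouse 2 (−0.01, camera adjusted p = 0.311), young mouse 2 (−0.09, 0.0827) or young mouse 3 (−0.06, 0.159).

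Within the 4 classes camera called 13 of 38 sets and fry called 0 (lowest adjusted p 0.279). The mitochondrially encoded set was called in each class, with medians of 0.57 in basal-like, 0.59 in proliferating-like, 0.57 in suprabasal-like and 0.58 in superficial-like cells, and 7 of 7 genes higher in each. The stress set was called in each class, with medians of 0.48, 0.42, 0.28 and 0.41 in that order. Basal-like cells had 3 further calls, antigen presentation (median 0.35, 4 genes), mitochondrial ribosome (−0.18) and cytosolic ribosome (0.11). Suprabasal-like cells had 2 further calls, cytosolic ribosome (0.13) and basal markers (0.29). Suprabasal markers in basal-like cells had a positive median (0.12) and mean (0.0037), while the direction of the test was negative. A difference between the classes was not tested for the sets.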

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

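The interaction test itself was planned, and the tests of free RNA and of other cells' RNA below were chosen only after the result was seen.

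The difference between aged and young mice was itself different in superficial-like and basal-like cells for 7 genes in edgeR's interaction test, given as the log2 difference in superficial-like minus that in basal-like cells. The terms were −3.37 for Crct1 (edgeR adjusted p = 0.00024), −3.99 for Ank (0.00024), −2.76 for Serpinb3a (0.00215), −2.57 for Slpi (0.0044), −2.0002 for Sprr3 (0.0107), −2.21 for Krt6a (0.0183) and 2.21 for Nbl1 (0.0363). Aged mouse 1 had too few superficial-like cells and the test used 2 aged and 3 young mice. edgeR had 253 of 6855 genes at an unadjusted p under 0.05. DESeq2 called 0 genes, with 78 at an unadjusted p under 0.05 and adjusted p of 1.00 for each of the 7. The edgeR count was 1 without aged mouse 2, 14 without aged mouse 3, 0 without young mouse 2 (264 at an unadjusted p under 0.05) and 1 without young mouse 3. Crct1, Slpi and Sprr3 are among the top 10 genes that define the superficial-like cluster, so the cells were assigned partly by the genes tested here. On simulated counts the test recovered 3% of genes changed by a log2 value of 1 and 23% at 2. The simulation drew the 2 classes of a mouse separately, so it lacks the pairing that the test uses. The share of differences missed in the real data is therefore not known from it.

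The terms for Crct1, Slpi and Sprr3 rested on aged mouse 2. In basal-like cells Crct1 was at 0, 69.2 and 0 CPM in aged mice 1, 2 and 3, Slpi at 5.05, 89.4 and 2.44 CPM, Sprr3 at 30.3, 190.2 and 2.44 CPM and Serpinb3a at 0, 41.8 and 12.2 CPM. Young mice were at most at 9.16 CPM for Crct1, 14.7 for Slpi, 20.4 for Sprr3 and 9.08 for Serpinb3a. Without aged mouse 2 the terms were 3.30 for Crct1, 1.33 for Slpi and 2.83 for Sprr3, all in the other direction, and −1.64 for Serpinb3a, with an edgeR adjusted p of 1.00 for each. Over their alternatives the adjusted p ranged from 1.9e-09 to 1.00 for Crct1, 3.2e-07 to 1.00 for Slpi, 1.8e-10 to 1.00 for Sprr3 and 3.7e-05 to 1.00 for Serpinb3a. Without young mouse 2 the adjusted p of Crct1, Slpi, Sprr3 and Serpinb3a was 0.828, 0.853, 0.853 and 0.154, and without young mouse 3 it was 1.00, 1.00, 1.00 and 0.0994. Without young mouse 1 it was 0.549 for Sprr3 and 0.314 for Serpinb3a.

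Ank differed from these, since it was higher in basal-like cells of each aged mouse, at 50.5, 49.0 and 53.7 CPM against 0, 2.69 and 4.54 CPM, while superficial-like cells were at 186 and 270.4 CPM in aged and 192, 177 and 146 CPM in young mice. Its term stayed negative in 10 of 10 alternatives and passed in 6, with edgeR adjusted p of 0.0603 without aged mouse 2, 0.0871 without young mouse 1 and 0.0976 without young mouse 2, in a range of 0.000169 to 1.00. Krt6a was lower in superficial-like cells of aged mice, at 35.0 and 0 CPM against 167, 77.5 and 174 CPM. Its term was −8.96 without aged mouse 2, a fitted value that rests on a count of 0 and is no bound. It was −0.996 without aged mouse 3 (edgeR adjusted p = 1.00), −2.36 without young mouse 2 (0.853) and −1.63 without young mouse 3 (1.00), with a range of 2.8e-05 to 1.00. Nbl1 was higher in superficial-like cells of aged mice, at 113 and 74.6 CPM against 19.2, 33.2 and 9.51 CPM, and its term passed in 1 of 10 alternatives, with adjusted p from 0.0350 to 1.00. Without aged mouse 2 its term was 2.05 (edgeR adjusted p = 1.00), without aged mouse 3 it was 2.32 (0.0873), without young mouse 2 it was 2.37 (0.458) and without young mouse 3 it was 1.71 (1.00).

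Free RNA of differentiated cells in droplets with basal-like cells of aged mice may contribute to the negative terms of Crct1, Slpi, Sprr3 and Serpinb3a. The 6 genes with a negative term had a median log2 ratio of 1.39, aged over young, in basal-like cells, and 5 of the 6 were higher there. The 5 superficial markers tested in basal-like cells, which hold none of the 6 genes, had a median log2 fold change of 0.28 with 4 of 5 higher (camera adjusted p = 0.304). The 9 suprabasal markers, which include Krt6a, had a median of 0.12 with 5 of 9 higher (camera adjusted p = 0.728). Without aged mouse 2 these medians changed direction in the basal class, to −0.35 for superficial markers and −0.57 for suprabasal markers, so this test rests on aged mouse 2 as well. The test used genes chosen for the pattern, so free RNA, basal-like droplets that also held a differentiated cell, and a difference between the animals cannot be told apart here for Crct1, Slpi, Sprr3 and Serpinb3a. A change with age stays open for these genes as untested.

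For Krt6a, RNA of superficial-like or suprabasal-like cells in droplets with basal-like cells is argued against. It was the 1 of the 6 genes not higher in basal-like cells of aged mice (mean 181 against 347 CPM, with overlapping mice). In the 2 aged mice tested its level in superficial-like and suprabasal-like cells was at most 34.7% of that in basal-like cells, and at most 57.8% by the 95% limits of the counts, so such RNA would lower it there. The 95% limits treat the summed counts as independent, so they are too narrow where the libraries of a mouse share molecules. A change of Krt6a with age and a difference between single animals stay open as untested.

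For Ank, RNA of superficial-like or suprabasal-like cells, free or from a cell in the same droplet, is argued against as the whole source. Such RNA would need to make up 19.8% to 63.2% of the counts of basal-like cells in an aged mouse, and at least 9.62% to 27.4% by the 95% limits of the Ank counts. At these lowest shares, the other genes of the marker lists with at least 100 CPM in the source class reached a median of at most 27.8% of the level needed in any aged mouse tested, with at most 1 gene per mouse and class above it. Superficial-like cells of aged mouse 1 were too few for this. The 95% limits treat the summed Ank counts as independent, and the lowest shares would be lower where the libraries of a mouse share molecules. RNA of cells of the unnamed cluster cannot be told apart, since the median of its top 10 genes was 132% to 488% of the level needed, and basal-like cells may express these genes themselves. A change of Ank with age stays open as untested.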

How the results depend on the processing

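Tests that merged barcodes 1 base apart, left mitochondrial genes out of the fit, thinned the gene set test, clustered without the genes called over all cells or within a class, took proliferating cells without thinning, took protein or ribosomal RNA genes alone, or left doublet calls out of the mitochondrial share were chosen after the data were seen, as were those of proliferating-like cells. The mitochondrial share stayed higher in aged mice in all 15 alternatives, from 0.440 to 2.91 percentage points, without a p below 0.1, which the design does not allow. The basal-like share stayed higher in all 18, from 0.693 to 7.03 points. Of 884 alternatives of named genes and sets, 701 kept direction and side of the threshold, 85 lost the call, 47 gained it and 51 changed direction. The cause of a change was not tested unless stated.

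With DESeq2 the count of genes was 11 in all cells, 2 in proliferating-like cells (0 higher against 3 of 5 in edgeR) and 0 for the interaction, with 78 at an unadjusted p under 0.05 against 253 in edgeR. Log2 fold changes were then −0.013 for Krt5, −0.00690 for Krt13, all cells summed, and −0.00811 for Krtdap, all cells summed. Without the low-count filter 99 genes were called in all cells, 44 in basal-like, 13 in proliferating-like, 8 in suprabasal-like and 8 in superficial-like cells, out of more genes tested. Krt5, Krt13 and Krtdap were then at −0.028, −0.017 and −0.010. With the 12 libraries and a correlation within mouse (0.702), 21 genes were called in all cells, 12 in proliferating-like and 3 in superficial-like cells, and Krt5 was at −0.014 and Lor at 0.23. On simulated counts this fit called 32 of 7652 unchanged genes, so its larger counts are not better supported.

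With the libraries labelled replicate 1 alone 6 genes were called in basal-like and 2 in superficial-like cells. Krt5 was then at −0.015, Krt4 at 0.044, Krt13 at −0.093, Krtdap, all cells summed, at −0.00745, Lor at 0.021 and Ddx3y at 0.11. With those labelled replicate 2 alone 7 genes were called in all cells and 3 in proliferating-like cells, and Cdkn1a was at 0.030.

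With a mitochondrial limit of 10% 2 genes were called in suprabasal-like cells, and Krt5 was at −0.046, Krt4 at 0.096, Lor at 0.071, Cdkn1a at 0.045 and Ddx3y at 0.011. With mitochondrial genes left out Krtdap, all cells summed, was at −0.00103. With at least 500 genes per cell 3 genes were called in proliferating-like, 0 in suprabasal-like and 1 in superficial-like cells. In suprabasal-like cells 171 genes then had an unadjusted p under 0.05 in edgeR. With doublet calls kept 8 genes were called in proliferating-like and 2 in suprabasal-like cells, and Krtdap was at −0.0048. With sums thinned to the shallowest mouse 1 gene was called in proliferating-like and 0 in suprabasal-like cells, where 85 had an unadjusted p under 0.05 in edgeR and fewer genes were tested, and Tfam was at −0.15 and Eif2s3y at −0.017. With barcodes 1 base apart merged 4 genes were called in suprabasal-like cells, and the difference in genes per cell was −26.8.

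At Leiden resolution 0.3 the suprabasal-like share differed by 0.847 percentage points, and 3 genes each were called in proliferating-like, suprabasal-like and superficial-like cells. At resolution 1.0, 10 genes were called in proliferating-like cells and 2 for the interaction. With genes not scaled within mouse 4 genes were called in suprabasal-like and 7 in superficial-like cells. Counting cells with a proliferation gene and no thinning gave 1.24 percentage points more in aged mice.

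Under fry 0 sets were called in all cells, with 0 at an unadjusted p under 0.05, and 0 in the classes, with 1 at an unadjusted p under 0.05. Camera with an estimated correlation called 0 in all cells, with 0 at an unadjusted p under 0.05, where camera with the preset correlation called 4 in all cells and 13 in the classes. The mitochondrially encoded (median log2 fold change 0.59) and stress sets (0.38) then had adjusted p of 0.427 under fry and 0.339 with the estimated correlation.

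Mice that share a number were checked for pairing. The correlations across genes of their deviations from the group means were −0.301, −0.284 and −0.0371, so these samples share only a number. With the mouse number as a replicate block edgeR called 0 genes in all cells, with 269 at an unadjusted p under 0.05, 10 in basal-like, 7 in proliferating-like, 1 in suprabasal-like and 2 in superficial-like cells. Krt5 was at −0.011, Krtdap at −0.013 and Ddx3y at 0.021. Camera with the replicate block called 4 sets in all cells and 16 in the classes. The paired difference in mitochondrial share was 2.12 percentage points (exact sign-flip permutation p = 0.25, the smallest possible).

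Leaving out 1 mouse at a time gave 0 to 4 genes in all cells, 6 to 17 in basal-like, 1 to 14 in proliferating-like, 1 to 4 in suprabasal-like and 0 to 2 in superficial-like cells, and 0 to 14 for the interaction. In all cells the count was 0 without young mouse 1 and without young mouse 3, with 362 and 419 genes at an unadjusted p under 0.05 in edgeR, and 1 without young mouse 2. In superficial-like cells it was 0 without young mouse 1, 2 or 3, with 147, 200 and 102 at an unadjusted p under 0.05. For the interaction it was 0 without young mouse 2, with 264. Differences ranged from −20.8 to 446.7 for counts per cell, −8.17 to 89.3 for genes per cell, −2.10 to 0.132 points for the suprabasal-like and −2.85 to 0.239 points for the superficial-like share. Log2 fold changes ranged from −0.21 to 0.14 for Krt5, −0.38 to 0.032 for Krt14, −0.34 to 0.28 for Krt4, −0.22 to 0.24 for Krt13, −0.23 to 0.25 for Krtdap, −0.73 to 0.31 for Lor, −0.24 to 0.10 for Cdkn1a, −0.078 to 0.18 for Tfam and −0.16 to 0.19 for Ddx3y. Interaction terms ranged from −6.54 to 3.30 for Crct1, −4.35 to 1.33 for Slpi and −3.28 to 2.83 for Sprr3, with the highest value of each without aged mouse 2. Medians ranged from −0.049 to 0.10 for the nuclear oxidative phosphorylation set and −0.020 to 0.26 for the cytosolic ribosome set. Where a class was left with 1 aged mouse, it was assumed to vary like the young mice.

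Superficial-like cells and the interaction have no value without aged mouse 1, which was already left out for too few cells. With barcodes merged only 1 aged mouse kept at least 20 superficial-like cells, and that test was not run. Depth limits the comparisons most in aged mouse 1, with 170 cells and 501499 counts.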

Other observations

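Several tests in this part were chosen only after the result was seen. These were the tests on the mix of classes, damaged cells, a single mouse and free RNA for the mitochondrial genes, on handling for the stress genes, on the mix of classes for H19, on depth for Cdkn2a, on cells below and above the median of stress counts, and on other splits for genes in all, basal-like and suprabasal-like cells. The deciding values for H19 within classes and for barcode pairs were also settled after values were seen.

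The 7 abundant mitochondrially encoded genes were higher in aged mice by a median log2 fold change of 0.59, past camera's threshold but not fry's. A change in the mix of cell classes predicts no difference within a class, and the lowest median within the 4 classes was 0.57. A tail of damaged cells predicts that leaving out cells over 10% mitochondrial counts removes it, and the median was then 0.52 and still past camera's threshold. Without aged mouse 2 the median was 0.34 (camera adjusted p = 6.6e-05, with a range of 1.0e-13 to 0.427 over its alternatives), but aged mouse 3 lay below young mouse 2 in the mitochondrial share. As fry did not pass with all mice, camera's threshold does not settle this, and a single deviating mouse cannot be told apart from a group difference with 3 mice in each.

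Free RNA from lysed cells may also raise the mitochondrial share. It predicts that suprabasal markers are higher in basal-like cells of aged mice, and their median log2 fold change there was 0.12, with 5 of 9 genes higher. As members went both ways, and the median of suprabasal markers in the basal class was −0.57 without aged mouse 2, free RNA cannot be told apart. A stress response during dissociation predicts no difference in cells without a count of the stress genes after 1000 counts were drawn per cell. In those cells the aged minus young difference in mitochondrial share was 2.27 percentage points (exact permutation p = 0.2, n = 3 each), but there were 2 to 15 such cells per mouse, too few to decide. Groups of cells below and above the median of 19 stress counts, chosen after that, differed by 1.93 points (exact permutation p = 0.2) and 2.29 points (exact permutation p = 0.1, the smallest possible). Age stays an open explanation, beside damage before capture and handling.

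The stress and immediate early set was also higher in aged mice, with a median of 0.38 over all cells. Its fry p was 0.0677 before adjustment, and its adjusted fry p was 0.427. Over all its alternatives, camera fits included, the adjusted p ranged from 4.9e-18 to 0.427. The labels give no date or batch, so handling that differed between the groups may be the source and cannot be told apart from age. This limit also holds for genes called singly, among them Ccn1, Ccn2 and Atf3, of which Atf3 is a member of the set. In basal-like cells the unadjusted fry p of the stress and immediate early set was 0.0422 and the adjusted value 0.279.

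H19 was lower in aged mice in all 19 alternatives over all cells, and past the edgeR threshold in 3 of the 4 classes. In suprabasal-like cells that call was lost in 3 of 21 alternatives. A change in the mix of classes predicts no difference within a class, whereas the log2 fold change nearest 0 among those 3 classes was −1.32, in proliferating-like cells. In superficial-like cells it was −0.76 and did not pass. H19 is an imprinted gene, and a candidate explanation is a lower level of imprinted growth genes as a group. Of 18 other genes listed for this, 3 were tested, Plagl1, Igf2r and Dcn, with a median log2 fold change of 0.029 and 2 of 3 higher. With so few genes tested this check is void. A difference between animals other than age was not tested.

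Cdkn2a had 24 counts in aged and 0 in young mice. A difference in depth does not account for this, since young mice had 1.18 times the summed counts of aged mice. It did not come from fibroblast-like cells, since 91.7% of its counts lay in the 4 named epithelial classes and 0 in fibroblast-like cells. Proliferating-like cells held 15 of the 24 counts. All 6 aged libraries had 2 to 8 counts and all 6 young libraries had 0, but the libraries of a mouse hold the same cells, so these are 3 mice on each side. An age difference remains as a hypothesis. It rests on 17 cells and an exact permutation p that cannot go below 0.1.

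Of the 13 mitochondrial protein genes, mt-Atp6, mt-Atp8, mt-Co2, mt-Co3, mt-Nd3 and mt-Nd4l had 0 to 4 counts in all libraries together. Reads shared with nuclear copies may explain this, if reads with several matches were discarded. The median share of these 6 genes' length that transcripts of nuclear genes match at 98% identity or more was 99.3%, against at most 63.6% for the other 7. The copies of mt-Atp6, mt-Co2 and mt-Co3 are the unprocessed pseudogenes Gm10925 (chromosome 1, 24613974 to 24614651, GRCm38), Gm28661 (24614885 to 24615565) and Gm28437 (24613189 to 24613971), each at 100% identity. Those of mt-Nd3 and mt-Nd4l are Gm28438 (24612775 to 24613119, 99.7% identity) and Gm10222 (24612407 to 24612700, 100% identity) on the same chromosome. Not every gene follows this. mt-Atp8 had 0 counts with 0% matched at that identity, its best match being at 81.4%. Only annotated transcripts were searched, so a copy outside them, such as between those of mt-Atp6 and mt-Co2, would be missed. Whether mt-Atp8 is an exception therefore cannot be told. mt-Co1 had 116161 counts although 31.3% of its length, including all of its last 200 bases, was matched. mt-Nd4 had 103566 counts with 63.6% matched, though none of its last 200 bases. How the authors treated reads with several matches is not stated, and the mitochondrial share is therefore a share of 7 of the protein genes together with the other mitochondrial genes counted.

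Barcodes 1 base apart within a mouse formed 635 pairs, 587 of which differed at the base 8 positions from the end. The rate between mice would give 5.13 pairs, so pairs were 124 times as frequent as a closeness built into the barcode list predicts. Reads of 1 cell split over 2 barcodes may explain them. The 2 barcodes of a pair correlated more than another barcode of the same class and mouse did in 74.8% of 620 pairs, with median r across genes of 0.280 against 0.214, and 25.2% did not. Both barcodes had the same class in 74.7% of pairs, where 23.8% was expected by chance. Merging such barcodes left 3776 of the 4386 barcodes before the filters on cells, and cell numbers and counts per cell carry this uncertainty. Of the barcodes, 20.1%, 24.0% and 23.2% were in pairs in aged mice 1, 2 and 3. In young mice 1, 2 and 3 these shares were 29.1%, 39.9% and 26.2%, and the groups did not overlap. A technical difference that goes with age group can therefore not be excluded, and its cause was not tested.

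Other splits of the 6 mice into 3 and 3 were tested, 10 with the real one included, so their share can never fall under 0.05 and chance cannot be excluded by them. As many genes as in the real split were called by 1 of 10 splits in all cells, in basal-like and in proliferating-like cells. In suprabasal-like cells 3 of 10 splits did so. The most genes called by any of the other 9 splits was 0 in all cells and in basal-like cells. It was 4 in proliferating-like cells, against 5 in the real split, and 2 in suprabasal-like cells, against 1. As many gene sets were called by 6 of 10 in all cells, 2 of 10 in basal-like, 10 of 10 in proliferating-like and 4 of 10 in suprabasal-like cells. In all cells the median of the mitochondrially encoded set was 0.59 in the real split and at most 0.52 in the other 9, and that of the stress set was 0.38 and up to 0.45.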
